# Green Tea Polyphenol EGCG Attenuates MDSCs-mediated Immunosuppression through Canonical and Non-Canonical Pathways in a 4T1 Murine Breast Cancer Model

**DOI:** 10.3390/nu12041042

**Published:** 2020-04-10

**Authors:** Ping Xu, Feng Yan, Yueling Zhao, Xiangbo Chen, Shili Sun, Yuefei Wang, Le Ying

**Keywords:** EGCG, anti-tumor mechanism, MDSCs, immunosuppression, non-canonical pathways

## Abstract

Several studies in the past decades have reported anti-tumor activity of the bioactive compounds extracted from tea leaves, with a focus on the compound epigallocatechin-3-gallate (EGCG). However, further investigations are required to unravel the underlying mechanisms behind the anti-tumor activity of EGCG. In this study, we demonstrate that EGCG significantly inhibits the growth of 4T1 breast cancer cells *in vitro* and *in vivo*. EGCG ameliorated immunosuppression by significantly decreasing the accumulation of myeloid-derived suppressor cells (MDSCs) and increasing the proportions of CD4^+^ and CD8^+^ T cells in spleen and tumor sites in 4T1 breast tumor-bearing mice. Surprisingly, a low dose of EGCG (0.5–5 μg/mL) effectively reduced the cell viability and increased the apoptosis rate of MDSCs *in vitro*. EGCG down-regulated the canonical pathways in MDSCs, mainly through the Arg-1/iNOS/Nox2/NF-κB/STAT3 signaling pathway. Moreover, transcriptomic analysis suggested that EGCG also affected the non-canonical pathways in MDSCs, such as ECM–receptor interaction and focal adhesion. qRT-PCR further validated that EGCG restored nine key genes in MDSCs, including *Cxcl3*, *Vcan*, *Col4a1*, *Col8a1*, *Oasl2*, *Mmp12*, *Met*, *Itsnl* and *Acot1*. Our results provide new insight into the mechanism of EGCG-associated key pathways/genes in MDSCs in the murine breast tumor model.

## 1. Introduction

Tea (*Camellia sinensis*) has become one of the most consumed beverages in the world, not only because of its special flavor, but also for its potential benefits to human health, such as preventing cancers [1,2]. Epigallocatechin-3-gallate (EGCG) is a fundamental polyphenol compound present in green tea, which was first reported in 1987 to exhibit anti-tumor effects. Since this report, EGCG has gained a lot of attention in the research community [3]. In recent decades, numerous studies have investigated the role of EGCG’s anti-tumor function which have suggested that ECGC plays a role in effectively retarding the growth and progression of tumors *in vitro* and *in vivo*, even in some human clinical trials [2,3]. Proposed possible mechanisms behind this anti-tumor function include cellular proliferation and apoptosis, modulation of cellular signaling pathways, inhibition of the growth of blood vessels and attenuation of oxidative DNA damage [4]. However, the mechanisms behind the anti-tumor function of ECGC remain elusive because of the poor bioavailability of ECGC *in vivo*, and the effective concentration of ECGC *in vitro* (> 20 μM) could not be reached in animals or humans [5,6,7].

Tumor initiation, growth and metastasis are promoted by immunosuppression mediated by immunosuppressive cells. Among them, myeloid-derived suppressor cells (MDSCs) are found to be abnormally expanded in various types of tumors in mice and humans, and mainly contribute to the negative regulation of anti-tumor immune responses [8,9]. MDSCs mediate immunosuppression primarily through the canonical mechanisms, by increasing the expression of Arginase 1 (Arg-1) and the production of reactive oxygen species (ROS) and nitric oxide (NO), as well as some cytokines (such as IL-6, IL-10 and TGF-β), resulting in impaired T-cell immune response [10,11].

Abundant evidence shows that EGCG possesses potent antioxidant and remarkable anti-inflammation activities. Interestingly, the effect of Polyphenon E (a commercial product that is mainly comprised of EGCG) on anti-tumor immune response was investigated by Santilli et al. [12]. Polyphenon E inhibited neuroblastoma growth *in vivo* by promoting differentiation of MDSCs to more neutrophilic form through 67 kDa laminin receptor and the induction of colony-stimulating factor (G-CSF) [12]. This study provided new insight to understand the anti-tumor mechanism of EGCG. However, whether EGCG can inhibit MDSC-mediated immunosuppression in other cancer models, and what sorts of key genes and pathways are involved in MDSCs, are yet to be further illustrated.

Metastatic breast cancer is a prominent cause of death among women worldwide [13,14]. Eliminating MDSCs enhances anti-tumor immune response and improves the efficacy of breast cancer therapies [15,16]. The murine 4T1 breast cancer model was employed as a classic model to study MDSCs [17]. In the present study, *in vitro* and *in vivo* models were used to evaluate the potential inhibitory effects of EGCG on 4T1 breast cancer cells. We further assessed the changes of several key immune cells in the tumor microenvironment, including MDSCs and T cells (CD4^+^ T and CD8^+^ T cells) in blood, spleen and tumor in the 4T1 tumor-bearing mice. Moreover, the regulatory impact of EGCG on MDSCs were investigated *in vitro*, and the key genes and pathways that EGCG could restore in MDSCs were further explored in this study.

## 2. Materials and Methods 

### 2.1. Materials and Reagents

EGCG (purity > 98%) was purchased from Huzhou Rongkai Foliage Extract Company (Huzhou, China). Antibodies used in this study were: anti-β actin (Proteintech Group, Chicago, IL, USA); anti-NF-κB, anti-phospho-NF-κB, anti-STAT3, anti-phospho-STAT3 (Cell Signaling Technology, Danvers, MA, USA). All other chemicals were analytical grade and purchased from Shanghai Boer Chemical Reagent Company (Shanghai, China).

### 2.2. 4T1 Cell Culture and In Vitro Assays

The 4T1 breast cancer cell line was purchased from American Type Culture Collection (ATCC). The 4T1 cells were maintained in RPMI-1640 medium (Gibco, Carlsbad, CA, USA) supplemented with 10% fetal bovine serum (FBS) (Gibco, Carlsbad, CA, USA), 100 U/mL of penicillin and 100 U/ml of streptomycin (Gibco, Carlsbad, CA, USA) at 37 °C in an incubator containing 5% CO_2_.

CCK8 assay (Biosharp, Hefei, China) was used to study the cell viability. A total of 1 × 10^4^ cells were seeded into a 96-well plate in 100 μL RPMI-1640 medium. For detection, 10 μL CCK8 reagent was added into each well and absorbance at 450 nm was recorded after 1-h incubation in dark.

Wound healing assay and transwell assay were applied according to the protocols used in our previous studies [18,19]. Wound healing assay was used to assess the migration ability of 4T1 cells. Briefly, 5 × 10^5^ cells were seeded into a 6-well plate and treated with different concentrations of EGCG. 4T1 cells were scratched with a sterile 200 μL tip and monitored for the following 48 h. Representative images were taken at 24 h and 48 h after scratching. Tranwell assay was applied to detect cell invasion ability. Transwell chambers (Corning, Rochester, NY, USA) were put into a 24-well transwell plate. Twenty percent FBS in cell medium was added into the lower chamber, and 5 × 10^5^ 4T1 cells were seeded in the upper well. After treatment with different EGCG for 24 h, the images on the lower side of the insert filter were taken under microscope. The invasion ability (relative invasion percentage) was calculated by counting three different fields of cells adhering to the lower surface of the transwell system.

### 2.3. Animal Study

Male, 6-week-old BALB/c mice were purchased from Shanghai SLAC Laboratory Animal Company (Shanghai, China). All mice were housed under specific pathogen-free (SPF) conditions. All the experiments were performed according to protocols approved by the Zhejiang University Institutional Animal Care and Use Committee (ZJU20190004). Mice were randomly divided into six groups (*n* = 5): two groups given sterile water and four groups administered water supplemented with different doses of EGCG (250 μg/mL, 500 μg/mL, 1000 μg/mL and 2000 μg/mL, respectively) throughout the experiment. After one-month pretreatment, except for one group as a healthy/negative control group, the remaining five groups were injected with 1 × 10^6^ 4T1 cells subcutaneously. The group without treatment of EGCG was considered as a positive control. All mice were scarified on day 21 after inoculation of 4T1 cells, and the blood, spleens and tumors of mice were collected for further experiments.

### 2.4. Flow Cytometry Analysis

Flow cytometry was conducted using an ACEA NovoCyteTM (ACEA Biosciences, San Diego, CA, USA) device. For detecting the apoptosis rate of cells, the annexin V-FITC/PI kit was purchased from Dojindo Company (Shanghai, China). 1 × 10^6^ MDSCs were seeded into a 6-well plate. After EGCG treatments for the indicated time, cells were stained with annexin V and PI, and then analyzed by flow cytometry.

For cell cycle detection, 1 × 10^6^ MDSCs were treated with different concentrations of EGCG. Pre-cold 70% ethanol was used to fix the cells at 4 °C overnight. Before staining, cells were washed with PBS buffer and adjusted to 200 μL. Then, 100 μL of RNase A was added to the cell suspension and incubated at 37 °C for 30 min. 400 μL PI dye was mixed into the cell suspension, and the mixture was incubated at at 4 °C for 30 min before flow cytometry analysis.

For assessing the proportion of immune cells, single cell suspensions were washed with PBS buffer. 1 × 10^6^ cells from blood, spleen and tumor were prepared to obtain single-cell suspension. After centrifugation at 1500 rpm, 4^o^C for 5 min, 3 mL red blood cell lysing buffer (Sigma-Aldrich, St. Louis, MO, USA) were added to the cells from blood and spleen. Cells were vortexed for 30 s and left on ice for 5 min. After that, 15 mL cold PBS was added to neutralize the solution. Anti-CD45-APC, anti-CD11b-PE, anti-Gr-1-FITC, anti-CD4-FITC, anti-CD8-PE (eBioscience, San Diego, CA, USA) were used for staining procedures.

### 2.5. Cell Sorting and MDSCs In Vitro Experiments

Male, 6-week-old BALB/c were injected with 1 × 10^6^ 4T1 cells subcutaneously and were sacrificed for cell sorting after two weeks of injection. MDSCs were isolated from mice spleen by magnetic activated cell sorting using MACS MicroBeads, MACS separation columns and SuperMACS II Separator (Miltenyi Biotec, Bergisch Gladbach, Germany). Briefly, 1 × 10^8^ spleen cells were labeled by Biotin anti-mouse Ly-6G/Ly-6C (Gr-1) antibody (Biolegend, San Diego, CA, USA) and MACS Microbeads (Miltenyi Biotec, Bergisch Gladbach, Germany). After rinsing the column with degassed buffer (provided with columns from Miltenyi Biotec, Bergisch Gladbach, Germany), the cell suspension was applied onto the column. The magnetically labeled cells were collected for the downstream *in vitro* experiments. 1 × 10^6^ of MDSCs were seeded into 12-well plates and treated with either control (medium) or different concentrations of EGCG for 6 h. After that, supernatants were collected for cytokine detection and cells were harvested for either RNA or protein extraction.

### 2.6. RNA Isolation and Quantitative Reverse Transcription PCR (qRT-PCR)

Total RNA was extracted using Trizol Reagent (Takara, Shiga, Japan). qRT-PCR was conducted on a CFX-Touch real-time PCR machine (Bio-Rad, Hercules, CA, USA) using SYBR Green reagent (Roche, Basel, Switzerland). All primer sequences are listed in Supplementary Table S1.

### 2.7. Western Blot

Cells were lysed in cold RIPA buffer (Solarbio Science & Technology, Beijing, China) supplemented with 1 mM PMSF (Solarbio Science & Technology, Beijing, China) and 10 mM phosphatase inhibitor (Solarbio Science & Technology, China). The cell lysates were centrifuged at 12,000× *g* for 10 min at 4 °C to remove the precipitate. Protein concentrations of samples were examined using a BCA protein assay kit (Beyotime Biotechnology, Nantong, China). Equal amounts of protein were separated by SDS-PAGE and transferred to PVDF membranes (Millipore, Billerica, MA, USA). Membranes were blocked with 5% skim milk in TBST for 1 h at room temperature and incubated with primary antibodies overnight at 4 °C. After primary antibody incubation, the membranes were rinsed three times in TBST followed by incubation with HRP-labeled goat anti-rabbit IgG antibody (Servicebio, Wuhan, China) for 1 h at room temperature. β-Actin was used as a loading control.

### 2.8. Detection of Arginase Activity, NO and ROS Production

Cell lysates were collected for measuring arginase activity using QuantiChrom arginase assay kit (BioAssay Systems, Hayward, CA, USA). Nitrites were measured in culture supernatants using Greiss reaction kit (Invitrogen, Shanghai, China). For determination of ROS production, we used Reactive Oxygen Species Assay Kit (Beyotime Biotechnology, Nantong, China), and fluorescence intensity of DCFDA was evaluated by flow cytometry.

### 2.9. RNA Sequencing and Microarray Data Analysis

MDSCs were treated with either control medium or 5 μg/mL EGCG *in vitro* for 6 h. After that, RNA was extracted and sent for RNA sequencing (RNA-seq). Raw sequencing data in FASTQ format was aligned to GRCm38 (release 91) using STAR (2.6.0c) with default setting and was deposited on GEO under accession number: GSE135685. Gene count matrix was generated using featureCounts (1.6.2) with Ensembl annotation (release 91) [20]. Differential expression (DE) analysis was performed using edgeR (3.24.3) with quasi-likelihood test, and DE genes were filtered with false discovery rate (FDR) < 0.05 [21]. Public microarray data was obtained from GSE39807 using GEOquery (2.50.5) [22], with RMA normalization and log2 transformation. DE analysis was performed using limma (3.38.3) linear model and empirical Bayes-moderated t-statistics [23]. DE genes were filtered with |log Fold Change| > 1 and FDR < 0.05. Kyoto Encyclopaedia of Genes and Genomes (KEGG) pathway analysis was performed using clusterProfiler (3.10.1) [24]. Heatmap was generated using log count per million for RNA-seq and log-normalized intensity for microarray with the pheatmap package (1.0.12). All these analyses were done in R 3.5.0. Gene set enrichment analysis (GSEA) was performed using GSEA (4.0) software [25]. The input gene expression matrix was log2-transformed counts per million from the raw RNA-seq count matrix. The input phenotype information was 2 EGCG-treated and 2 control samples. The input gene sets including MDSC survival [26,27,28] and expansion [29] gene sets were derived from previous publications. Default settings were used except for permuting gene sets instead of samples due to the limited sample size. 

### 2.10. Statistical Analysis

Statistical analysis was done using GraphPad Prism 7 software; all data are shown as mean ± SEM and were analyzed using the one-way analysis of variance (one-way ANOVA) test by GraphPad Prism 7. Differences were considered significant when *p* < 0.05.

## 3. Results

### 3.1. EGCG Inhibits 4T1 Tumor Growth Both In Vitro and In Vivo

Firstly, 4T1 cells were treated with different concentrations of EGCG for 24 h *in vitro*, then the inhibitory effect of EGCG on 4T1 cells was evaluated by CCK8 assay. As shown in Figure 1A–F, EGCG not only remarkably suppressed the cell viability (effective EGCG concentration from 150–350 μg/mL), migration and invasion of 4T1 cells (effective EGCG concentration from 50–250 μg/mL), but also dose-dependently induced the apoptosis of 4T1 cells (effective EGCG concentration from 50–250 μg/mL). Furthermore, to assess the anti-tumor activity of EGCG *in vivo*, mice were treated with different concentrations of EGCG in drinking water one month before injection of 4T1 cells. Mice were sacrificed 21 days after the 4T1 cell injection. The tumor growth in EGCG treated mice was significantly inhibited compared to the control group (without EGCG treatment) (Figure 1G). The effective concentrations of EGCG *in vitro* were above 50 μg/mL, whereas the *in vivo* concentration needed to suppress 4T1 cells is very low (250 μg/mL drinking water, equivalent to around 0.5 μg/mL in mice plasma due to low bioavailability) [30]. This suggests that other factors could be involved in EGCG-anti-tumor effect *in vivo*.

### 3.2. EGCG Ameliorates MDSCs-Mediated Immunosuppression in 4T1 Tumor-Bearing Mice

As there were possibly other factors in the tumor microenvironment involved in EGCG-mediated anti-tumor effects, we further investigated the proportions of MDSCs and T cells (both CD4^+^ and CD8^+^ T cells) in the peripheral blood, spleen and tumor tissues, to see whether these cells were influenced by the EGCG treatment. MDSCs (CD45.2^+^CD11b^+^Gr-1^+^) strongly accumulated in peripheral bloods and spleens in 4T1 tumor-bearing mice compared to that of healthy mice (Figure 2A–D). Interestingly, EGCG treatments significantly reduced the percentages of MDSCs in the peripheral bloods and spleens (≥ 500 μg/mL) (Figure 2A–D), and in tumor sites (≥1000 μg/mL) (Figure 2E,F).

Furthermore, administration of EGCG was able to partly restore the percentages of CD4^+^ T helper cells and CD8^+^ cytotoxic T cells in the spleen and tumor tissues (Figure 3A–D), indicating the anti-tumor immune response in tumor-bearing mice is enhanced by EGCG treatments.

### 3.3. EGCG Suppresses Growth and Increases Apoptosis of MDSCs In Vitro

To confirm whether MDSCs could be affected by EGCG directly, MDSCs were isolated and purified from spleens of 4T1 tumor-bearing mice using magnetic activated bead sorting. As indicated in Figure 4A, we could get around 96% of MDSCs in CD45^+^ cells compared to only 21% before sorting. Impressively, a strong suppression of the MDSCs’ cell viability was observed at the intermediate EGCG concentration (5 μg/mL); at a relatively higher concentration (10 μg/mL) of EGCG, the cell viability of MDSCs decreased to ~10% (Figure 4B), suggesting a strong inhibitory effect of EGCG on the survival of MDSCs. EGCG treatments (from 0.5 μg/mL to 10 μg/mL) significantly (*p* < 0.05) increased the apoptosis rate of MDSCs (Figure 4C-D). MDSCs were arrested at G0/G1 phases upon EGCG treatment at the concentration ≥ 5 μg/mL (Figure 4E). Notably, EGCG was able to inhibit the survival and induce the apoptosis of 4T1 cells at such low concentrations (0.5, 5 and 10 μg/mL) (Figure S1), implying a possibility that EGCG may target MDSCs to inhibit the growth of tumor cells.

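MDSCs are immature myeloid cells that accumulate in tumor-bearing hosts, and 4T1 is a transplantable mammary carcinoma line of BALB/c mice. For RNA-seq, MDSCs were isolated from the spleens of 4T1 tumor-bearing mice with beads against Gr-1, an epitope shared by Ly-6G and Ly-6C, and were cultured for 6 h in control medium or in medium with 5 μg/mL EGCG, the main catechin of green tea. The paper's methods place the cell sorting 14 days after the injection of 4T1 cells, whereas the sample labels give 21 days. There were 2 libraries in the control group and 2 in the EGCG treatment group, and the paper's text does not name whether the libraries of a group came from different mice or from different wells. The authors aligned the reads to GRCm38 with STAR, counted them on the genes of Ensembl release 91 with featureCounts, and deposited the whole-number counts per gene without normalization. The counting did not use the strand of the reads, so counts of overlapping genes on opposite strands are uncertain. A total of 17767318 reads were counted on genes in control replicate 1 and 17973695 in control replicate 2 (median 17870506.5). In the EGCG treatment group the totals were 18390385 for replicate 1 and 18091684 for replicate 2 (median 18241034.5). S100a8 and S100a9 together took 3.79% and 4.62% of the counts in the control libraries and 5.37% and 4.59% in the EGCG libraries.
Of the 53465 genes listed, 14682 had enough counts to be tested (edgeR's filterByExpr with a minimum count of 10). Library sizes were scaled by the TMM method, and EGCG was compared with control by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the tested genes, as in the paper's methods, which name neither the filter nor the scaling. Genes with an adjusted p under 0.05 are called differentially expressed, and the standard error of a log2 fold change is its size divided by the square root of the test's F value. Expression levels are given as CPM, which are counts scaled to a common library size with the TMM factors. With 2 libraries against 2, the smallest two-sided p of an exact permutation test is 0.333, so no gene can be tested in that way. The replicates differed by more than sampling noise: a chi-square of counts averaged 6.85 per gene between the control libraries over 14546 genes, and 6.65 between the EGCG libraries over 14428 genes. By this chi-square, control replicate 2 was about as close to the EGCG libraries (7.57 and 6.70) as to control replicate 1. Control replicate 1 differed more from the EGCG libraries (16.0 and 12.4). By the Pearson correlation of log2 CPM, however, control replicate 2 was closer to control replicate 1 (0.9928) than to the EGCG libraries (0.9917 and 0.9916). On simulated counts with the means and depths of these libraries, the same test recovered 53.8% of 197 genes changed 1.5-fold, 82.8% of 198 genes changed 2-fold and 97% of 200 genes changed 4-fold. Each simulated gene took its variance between replicates from the trend over expression level, and no length trend was put in. Genes of the data also scatter around that trend, so the recovery in the data can be lower. The choice of scaling moved the median log2 fold change of the tested genes little, from -0.03 with library size only to 0.01 with upper-quartile scaling. Fold changes fell with the exonic length of genes (Spearman correlation of -0.285 across 14655 genes, which are not independent replicates), and the results were also computed with a length correction in each library, which had been chosen beforehand.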

We further sorted the MDSCs and treated them with either control or EGCG (5 μg/mL) for 6 h *in vitro*, and then the cells were harvested for RNA-seq. GSEA analysis showed enrichment of MDSC survival and expansion gene sets (normalized enrichment scores (NES) were 1.05 and 0.99 respectively), suggesting that EGCG treatments could alter the survival and expansion of MDSCs (Figure 5A,B). 

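The survival gene set was represented by the 14 genes and the expansion gene set by the 21 genes in the heatmaps of Figure 5C,D, and all of them were among the 14678 genes ranked. The paper calls these the key genes and takes its gene sets from earlier publications, so that its sets can hold further genes, which were not used here, and the scores are those of the heatmap genes. Genes were ranked by the signal-to-noise ratio of log2 CPM (prior count of 2) between the EGCG and control libraries, and each enrichment score was compared with those of 10000 random gene sets of the same size. The survival gene set had an enrichment score of 0.501 and an NES of 1.03 toward the EGCG treatment group (p = 0.425, gene-set permutation test within scores of the same sign). The expansion gene set had an enrichment score of -0.421 and an NES of -0.866, toward the control group (p = 0.654, the same permutation test). Of the 8 alternatives tried, ranking by the signed square root of edgeR's F value moved the survival gene set most, to an NES of 1.68 (p = 0.0198 by permutation). Over these alternatives the NES ran from 1.01 to 1.68 for the survival gene set, with permutation p values from 0.0198 to 0.447, and from -1.20 to -0.655 for the expansion gene set, with p values from 0.229 to 0.912. A single library has no standard deviation, so genes were ranked by log2 fold change when a library was left out, which gave an NES of 1.42 and -0.869 with all 4 libraries. The survival NES became -0.515 without EGCG replicate 1, 1.75 without EGCG replicate 2, 0.773 without control replicate 1 and 1.60 without control replicate 2. For the expansion gene set, the NES was -0.530 without EGCG replicate 1, -1.32 without EGCG replicate 2, -0.561 without control replicate 1 and -1.08 without control replicate 2. On simulated data, the same calculation gave an NES of 2.65 for raised genes, -2.64 for lowered genes and 0.907 for unchanged genes.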

EGCG could inhibit the survival of MDSCs by increasing the expression of the key genes induced cell apoptosis/death in MDSCs (Figure 5C). 

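Among the 14 genes of the survival gene set, 11 had higher expression in the EGCG treatment group and 3 had lower expression. The list is not confined to inducers of cell death, and Mcl1, Birc5, S100a8 and S100a9 are among the 11 higher genes. Neither this count nor a test of the whole list therefore measures cell death. Their log2 fold changes ran from -0.12 (Casp8) to 0.38 (S100a8), with standard errors from 0.07 to 0.36. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of these genes had an adjusted p under 0.05 over all tested genes, 0 when adjusted over the list alone, and 1 had an unadjusted p under 0.05. That gene was S100a8 (ENSMUSG00000056054), which lies on chromosome 3 of GRCm38 from 90668978 to 90670035 and encodes a calcium-binding protein of neutrophils. S100a8 was at 16312 ± 2618 CPM (SD, n = 2) in the control libraries and 21157 ± 2377 CPM (SD, n = 2) in the EGCG libraries. Its log2 fold change was 0.38 (standard error 0.12), with an adjusted p of 0.228 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 0.0920 when adjusted over the list alone. Without control replicate 1 its log2 fold change was 0.22. Among the genes that encode death receptors or other inducers of cell death, the log2 fold change was 0.29 for Tnfrsf10b (standard error 0.26), 0.14 for Bax (0.07) and 0.13 for Fas (0.09), whereas Casp8 went down (standard error 0.08). Without control replicate 1, the log2 fold change of Fas was -0.0025, and without control replicate 2 it was 0.28. Part of the sequence of Bax (11.1% of its 31-base words) and of Tnfrsf10b (11.4%) also occurs in transcripts of other genes, where the counting could have split reads. The same holds for Ccnd1 of this gene set (22.3%). The EGCG libraries did not overlap the control libraries for 7 of the 14 genes, against 33.3% by chance. Of the 14 genes, 7 kept their direction under every alternative and with each library left out.
As a list, the survival genes had a median log2 fold change of 0.07, with an adjusted p of 0.0226 over 8 lists by limma's camera, a set test with a preset correlation between genes. An estimated correlation moved this result most, to an adjusted p of 0.384. The adjusted p of the list was 0.106 with the length correction, and it ran from 0.0164 to 0.384 over 11 alternatives. The median was 0.05 without control replicate 1, 0.12 without control replicate 2 and 0.16 without EGCG replicate 2.

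**Figure D1:**
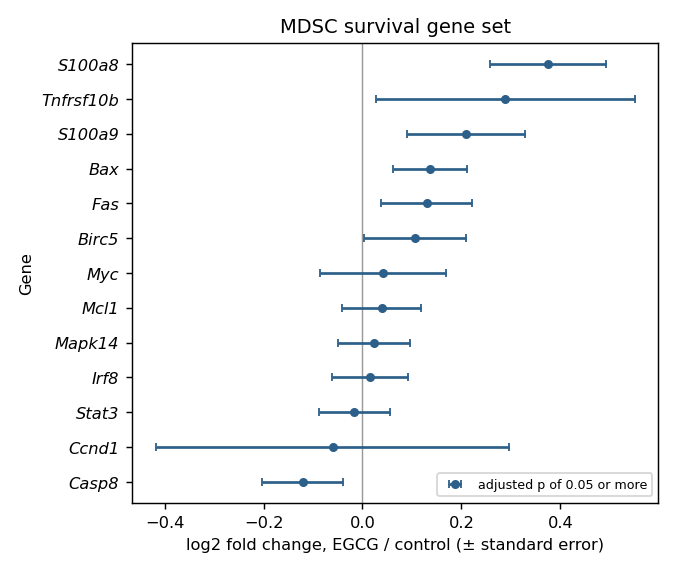
Log2 fold change between 2 EGCG and 2 control libraries (horizontal axis) of genes of the survival gene set (vertical axis). Points are estimates and bars are standard errors; most points lie to the right of 0, and every point shown has an adjusted p of 0.05 or more.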

The majority of genes involved in MDSCs expansion gene sets showed decreased expression upon EGCG treatment compared to the control group (Figure 5D), suggesting an inhibitory effect of EGCG on the expansion of MDSCs. Collectively, these results indicate that EGCG could efficiently suppress the survival and expansion of MDSCs according to the GESA analysis.

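Of the 21 genes of the expansion gene set, 12 had lower expression in the EGCG treatment group and 9 had higher expression, with log2 fold changes from -0.60 to 0.24. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1 gene had an adjusted p under 0.05 over all tested genes, 1 when adjusted over the list alone, and 4 had an unadjusted p under 0.05. The significant gene, Il6st (ENSMUSG00000021756), encodes the signal-transducing receptor subunit gp130 of the IL-6 family and lies on chromosome 13 of GRCm38 from 112464070 to 112510086. Il6st fell from 60.1 ± 8.71 CPM (SD, n = 2) in the control libraries to 39.5 ± 0.302 CPM (SD, n = 2) in the EGCG libraries. Its log2 fold change was -0.60 (standard error 0.10), with an adjusted p of 0.0390 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 0.000759 when adjusted over the list alone. Over 12 alternatives its adjusted p ran from 0.00254 to 0.562 and was, for example, 0.0592 with upper-quartile scaling and 0.0613 with the length correction. The other genes with an unadjusted p under 0.05 were Mtor, with a log2 fold change of -0.26 (standard error 0.09), Eif4ebp1, with 0.24 (0.08), and Cebpb, with 0.22 (0.08). Without control replicate 1 the log2 fold change of Mtor was -0.17, and without EGCG replicate 2 that of Cebpb was 0.10. Cebpb shares 19.2% of its 31-base words with transcripts of its neighbor Tmem189. Such words of Csf3r (23.1%), Csf1r (14.9%) and Stat5a (12.3%) also occur in transcripts of other genes. Flt1 had a log2 fold change of -0.47 with a standard error of 0.26, and with a library left out it ran from -0.81 (without EGCG replicate 2) to -0.08 (without control replicate 1). The groups did not overlap for 9 of the 21 genes, of which 5 were lower and 4 higher in the EGCG libraries. Between 11 and 14 genes were lower under the alternatives, and 10 or 11 with a library left out.
The median log2 fold change of the expansion genes was -0.04 (adjusted p of 0.316 over the 8 lists by camera). It was -0.02 without control replicate 2 or EGCG replicate 2, -0.0028 without control replicate 1 and 0.0035 without EGCG replicate 1. The paper states that the majority of the expansion genes decreased upon EGCG treatment, and it proposes from this an inhibitory effect of EGCG on the expansion of MDSCs. Together with the higher expression of cell death genes in the survival gene set, it proposes that EGCG could suppress both the survival and the expansion of MDSCs.

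**Figure D2:**
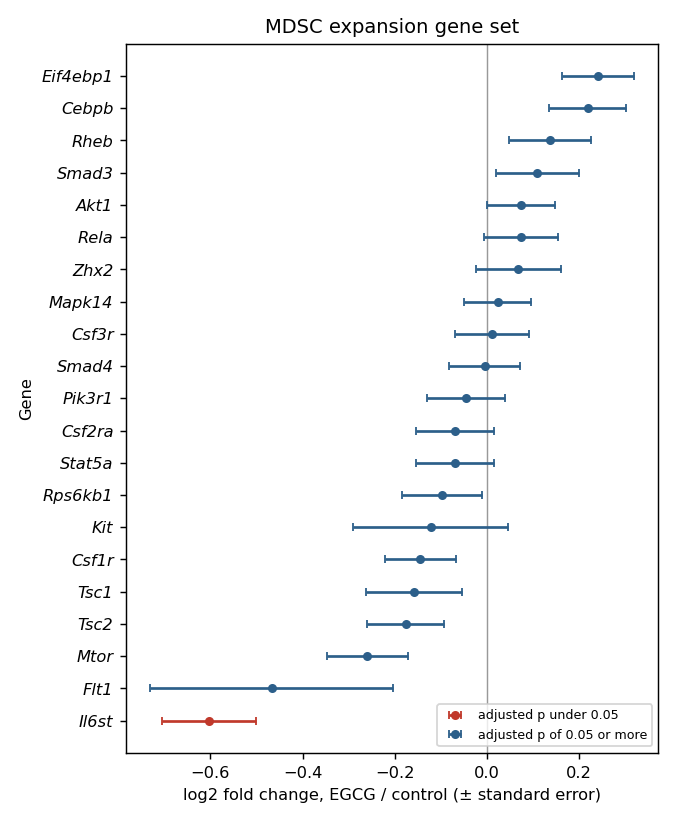
Log2 fold change between 2 EGCG and 2 control libraries (horizontal axis) of each gene of the expansion gene set (vertical axis), with bars for the standard error. Of the 21 points, 12 lie to the left of 0, and the only gene with an adjusted p under 0.05 is Il6st.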

### 3.4. EGCG Targets MDSCs through the Canonical Pathways

The activation of MDSCs leads to the up-regulation of immune suppressive factors such as Arg-1, iNOS, NO and ROS [10,11]. To further understand how EGCG regulates MDSCs, these factors were investigated. As exhibited, EGCG was able to dampen the activity of Arg-1 and the production of NO in the supernatant of MDSCs after 6 h treatment (Figure 6A,B). qRT-PCR results showed the RNA expression of *Arg-1* decreased accordingly, but no significant difference was observed in the expression of *iNOS* (Figure 6C,D) compared to the control group. Meanwhile, ROS production was also reduced by EGCG treatments (Figure 6E,F). STAT3 activation is directly responsible for upregulating the transcription of NADPH oxidase 2 (Nox2) subunits, neutrophil cytosol factor 1 (p47-phox) and NADPH oxidase subunit gp91-phox in MDSCs [11]. Further investigations showed the expression of *p47-phox* and *gp91-phox* was significantly reduced by EGCG treatments (Figure 6G,H), and the phosphorylation of STAT3, not STAT3, was remarkably downregulated accordingly based on the Western blot results (Figure 6I). NF-κB is a well-known transcription factor, and its phosphorylation directly regulates the expression of Arg-1, iNOS and other cytokines [31,32]. EGCG was shown to downregulate NF-κB p65 and phosphorylated NF-κB p65 (Figure 6I) in a dose-dependent manner in MDSCs. Since EGCG was able to inhibit the activation of NF-κB signal pathway (Figure 6I), its down-regulation on the expression of cytokines, especially for *IL-6*, *IL-10*, *TGF-β* and *GM-CSF* was further validated in MDSCs accordingly (Figure 6J–M).

In addition, *nuclear factor erythroid 2-related factor 2* (*Nrf2*) and *Nrf2*-related antioxidant protein OH-1 play a crucial role in defensing cellular stress [33], and endogenous antioxidant enzymes, such as catalase (CAT), superoxide dismutase (SOD) and glutathione-S- transferase (GST) [34]. However, no significant differences in these genes in EGCG treatment groups were observed when compared to the control group (Figure S2). Collectively, EGCG could target MDSCs via NF-κB/pSTAT3 canonical pathways.

### 3.5. EGCG Restores MDSCs through Non-Canonical Signaling Pathways

Having demonstrated that EGCG could efficiently suppress the survival of MDSCs, we further investigated the novel/non-canonical pathways that EGCG affected. Based on the RNA-seq data, we were able to characterize that Parkinson’s disease, oxidative phosphorylation, ribosomes, Alzheimer’s disease, and thermogenesis were the top 5 up-regulated pathways in the EGCG treatment group, while focal adhesion, the Rap1 signaling pathway, extra cellular matrix (ECM)–receptor interaction, pathways in cancer and human papillomavirus infection were the top five down-regulated pathways in EGCG treatment group (Figure 7A).

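The KEGG gene tables were not used here, and lists of genes named by symbol stood in for the pathways. Ribosomes were represented by 89 tested ribosomal protein genes, and oxidative phosphorylation by 78 nuclear genes of the respiratory chain and the 13 protein genes of the mitochondrial genome. Respiratory chain subunits also make up a large part of the Parkinson's disease, Alzheimer's disease and thermogenesis pathways, which were not computed separately. The down-regulated pathways were represented by 44 tested genes of matrix proteins and their receptors, 57 focal adhesion genes and 44 Rap1 signaling genes; pathways in cancer and human papillomavirus infection were not computed.
The median log2 fold change was 0.14 for the ribosomal protein genes (74 of 89 higher with EGCG), 0.15 for the respiratory chain genes (69 of 78 higher) and 0.18 for the mitochondrially encoded genes (11 of 13 higher). Their adjusted p values over the 8 lists were 5.91e-09, 6.94e-11 and 0.0104 by camera. The ECM-receptor genes had a median of -0.25 (38 of 44 lower, adjusted p of 3.12e-11 by camera) and the Rap1 signaling genes a median of -0.08 (28 of 44 lower, adjusted p of 0.0165 by camera). For the focal adhesion genes the median was -0.03 (35 of 57 lower), with an adjusted p of 0.0849 by camera, which was 0.0415 with library size only and ran from 0.0415 to 0.855 over 11 alternatives. None of the calls of camera, the survival list included, held under fry, a rotation test of each list on its own (adjusted p from 0.171 to 0.518), or with an estimated correlation between genes (0.339 to 0.542). Reads of ribosomal protein genes could also be split with their many processed pseudogenes.
The length correction moved the medians to 0.06 for the ribosomal protein genes and 0.07 for the respiratory chain genes, both still under an adjusted p of 0.05 by camera. With the same correction, the mitochondrially encoded genes had a median of 0.06 (adjusted p of 0.430 by camera, in a range from 0.00249 to 0.542 over 11 alternatives), the Rap1 signaling genes -0.0046 (adjusted p of 0.792, in a range from 0.00905 to 0.855) and the ECM-receptor genes -0.23 (adjusted p of 1.16e-09, in a range from 1.45e-11 to 0.339). Without EGCG replicate 1, the median of the mitochondrially encoded genes was -0.03. It was 0.11 without control replicate 1 and 0.31 without EGCG replicate 2. The median of the ribosomal protein genes was 0.08 without control replicate 1 and 0.22 without control replicate 2. With a library left out, the ECM-receptor genes kept a median between -0.30 and -0.19.

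**Figure D3:**
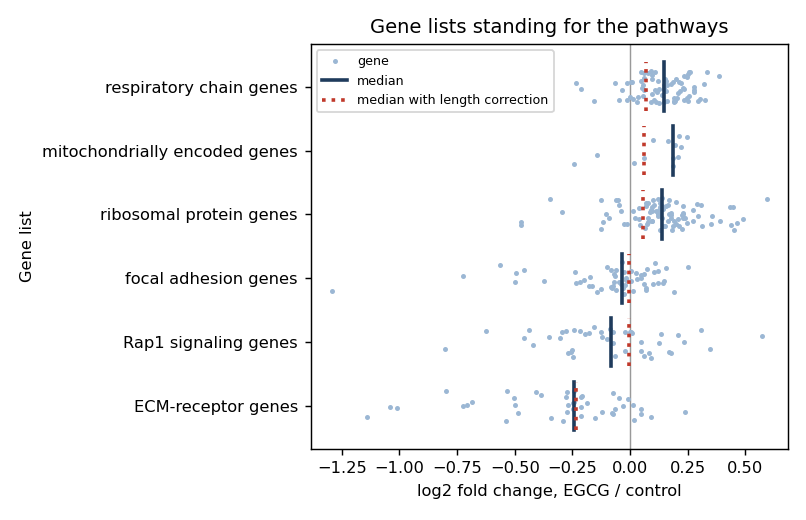
Log2 fold change between EGCG and control libraries (horizontal axis) of every tested gene in 6 gene lists (vertical axis), 1 point per gene, with the median of each list as a solid line and its median after the length correction as a dotted line. The medians run from -0.25 for the ECM-receptor genes to 0.18 for the mitochondrially encoded genes, and the dotted lines lie closer to 0.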

To further identify the key genes that EGCG restored in MDSCs, we integrated our sequencing data with the dataset GSE39807 [22], which was the microarray data of CD11b^+^ MDSCs sorted from healthy and 4T1 tumor-bearing BALB/c mice. 

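The microarray data of healthy and 4T1 tumor-bearing mice were not analysed here, so the overlap of the gene lists was not computed, and the EGCG side of the comparison rests on the RNA-seq counts. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 20 genes were lower and 2 genes were higher in the EGCG treatment group at an adjusted p under 0.05. At an unadjusted p under 0.05, 1030 genes were lower and 767 were higher. Leaving out the TMM scaling moved these counts most, to 135 lower and 16 higher genes at an adjusted p under 0.05. Without a filter on low counts 0 genes passed in either direction (1018 lower and 777 higher at an unadjusted p under 0.05), and the length correction left 6 lower and 2 higher genes. Besides Col4a1 and Vcan, which have their own values in the heatmap of top genes, Helz2 was among the 3 lower genes with the smallest adjusted p. Helz2 (ENSMUSG00000027580) lies on chromosome 2 of GRCm38 from 181227615 to 181242027 and encodes a helicase that acts as a transcriptional coactivator. It was at 171.7 ± 15.5 CPM (SD, n = 2) in the control libraries and 113.4 ± 0.812 CPM (SD, n = 2) in the EGCG libraries. The log2 fold change of Helz2 was -0.60 (standard error 0.08, adjusted p of 0.0153 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which ran from 7.92e-06 to 0.525 over 12 alternatives). Both higher genes, named here after their values were seen, are the predicted genes Gm10800 and Gm10801 on chromosome 2, from 98666547 to 98667301 and from 98662237 to 98664083. The counts of Gm10800 were 7 and 19 in the control libraries and 156 and 382 in the EGCG libraries. Gm10801 had no counts in the control libraries and counts of 16 and 39 in the EGCG libraries, so its CPM was at least 9.23-fold higher with EGCG (at least 5.31-fold without EGCG replicate 2). These genes share sequence with each other and with further predicted genes, so their counts are uncertain.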

There were 162 shared down-regulated genes and 72 shared up-regulated genes in healthy or EGCG treatment groups compared to untreated tumor groups (Figure 7B). We further filtered the top 20 differentially expressed (DE) genes shared by EGCG treatments and healthy group. The heatmap results clearly show that in healthy and EGCG treated groups *B-cell lymphoma 6 (Bcl6)* and *Acyl-CoA thioesterase 1 (Acot1)* were significantly up-regulated, while *Chemokine (C-X-C motif) ligand 3 (Cxcl3), Versican (Vcan), Collagen type IV alpha 1 chain (Col4a1), Collagen type IV alpha 2 chain (Col4a2), Collagen Type XVIII Alpha 1 chain (Col18a1), 2’-5’ oligoadenylate synthetase-like 2 (Oasl2), solute carrier organic anion transporter family member 2A1 (Slco2a1), unc-5 netrin receptor B (Unc5b), lipase G, endothelial type (Lipg), serum amyloid A 3 (Saa3), fatty acid synthase (Fasn), Rho GTPase activating protein 31 (Arhgap31), neuropilin 2 (Nrp2), tetratricopeptide repeat, ankyrin repeat and coiled-coil containing 2 (Tanc2), matrix metallopeptidase 12 (Mmp12), MET proto-oncogene, receptor tyrosine kinase (Met), cytokine inducible SH2 containing protein (Cish)* and *intersectin 1* (*Itsn1)* were down-regulated (Figure 7C,D). 

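In the RNA-seq counts, all 20 genes of the heatmap went in the direction that the paper gives: 2 were higher and 18 were lower in the EGCG treatment group, with log2 fold changes from -1.56 (Unc5b) to 1.00 (Acot1). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all tested genes, 6 of the 20 were differentially expressed, namely Col4a1, Col4a2, Lipg, Mmp12, Oasl2 and Vcan, and the adjusted p of the 20 genes ran from 0.00284 to 0.104. All 20 had an unadjusted p under 0.05 and an adjusted p under 0.05 when adjusted over the list alone. The study chose the list on these samples, so that the common direction and these counts are not independent evidence. The number of called genes moved most with library size only in place of TMM scaling, to 19. It was 4 with the length correction and 16 with edgeR's robust fit. The direction of all 20 genes was the same under every alternative of filter, scaling, test and correction.

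**Figure D4:**
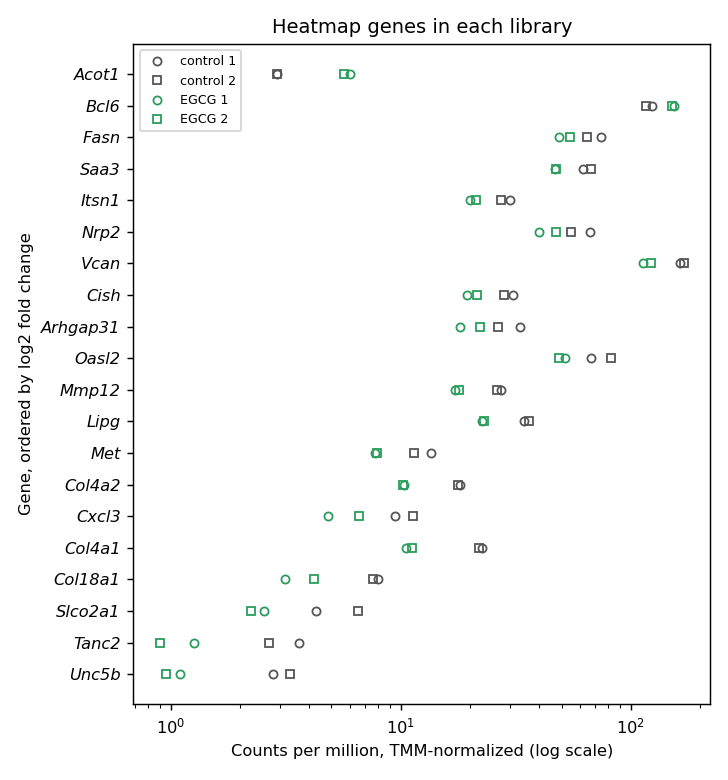
CPM after TMM scaling (horizontal axis, log scale) of the 20 heatmap genes (vertical axis, ordered by log2 fold change) in each of the 4 libraries. Grey symbols are the control libraries and green symbols the EGCG libraries; only Acot1 and Bcl6 have the EGCG libraries on the right.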

We further validated the expression levels in MDSCs by qRT-PCR. 

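Col4a1 (ENSMUSG00000031502) encodes a chain of basement membrane collagen and lies on chromosome 8 of GRCm38 from 11198423 to 11312826, overlapping the start of Col4a2 on the other strand. It fell from 22.3 ± 0.404 CPM (SD, n = 2) in the control libraries to 10.8 ± 0.429 CPM (SD, n = 2) in the EGCG libraries, a log2 fold change of -1.04 (standard error 0.12, adjusted p of 0.00284 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Vcan (ENSMUSG00000021614), on chromosome 13 from 89655312 to 89742509, encodes the matrix proteoglycan versican and fell from 167.1 ± 5.13 CPM (SD, n = 2) to 118.0 ± 6.48 CPM (SD, n = 2). Its log2 fold change was -0.50 (standard error 0.08, adjusted p of 0.0245 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its adjusted p of 0.0924 with the length correction lay within a range from 0.000177 to 0.562 over 12 alternatives. The log2 fold change was -0.61 (standard error 0.10) for Mmp12 and -0.57 (standard error 0.10) for Oasl2, both with an adjusted p of 0.0420 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Mmp12 and Oasl2 were no longer called with the length correction (adjusted p of 0.0613 for both) or with upper-quartile scaling (0.0592 for both). With a block for the replicate number, Mmp12 was not called either (adjusted p of 0.0514), whereas Oasl2 was still called. Their adjusted p ran from 0.00647 to 0.562 for Mmp12 and from 0.00245 to 0.562 for Oasl2.
The change of Cxcl3, Met, Itsn1 and Acot1 did not pass the threshold over all tested genes. Cxcl3 had a log2 fold change of -0.86 (standard error 0.18), Met -0.68 (0.15) and Itsn1 -0.47 (0.10), with adjusted p values of 0.0826, 0.0870 and 0.0891 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Their adjusted p values were 0.0160, 0.0260 and 0.0260 with library size only, and ran up to 0.593 for each of them. Acot1 had counts of 53 and 52 in the control libraries and 109 and 101 in the EGCG libraries, a log2 fold change of 1.00 (standard error 0.20, adjusted p of 0.0717 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in a range from 0.0278 to 0.562). Acot1 shares 16.7% of its 31-base words with its paralog Acot2, with which the counting could have split reads. Col8a1 (chromosome 16, from 57624258 to 57754737) had a count of 1 in control replicate 1 and 0 in the other libraries, which is too low for a test, and a change was not detectable at this depth.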

The changes of these nine candidate genes, namely, *Cxcl3, Vcan, Col8a1, Oasl2, Col4a1, Mmp12, Met, Itsnl* and *Acot1*, were consistent with the RNA-seq results (Figure 8). 

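The other 12 genes of the heatmap were Bcl6, Col4a2, Col18a1, Slco2a1, Unc5b, Lipg, Saa3, Fasn, Arhgap31, Nrp2, Tanc2 and Cish. In the RNA-seq counts 11 of them were lower in the EGCG treatment group, with log2 fold changes down to -1.56, and Bcl6 was higher, with a log2 fold change of 0.34 (standard error 0.07). Col4a2 and Lipg were differentially expressed, with log2 fold changes of -0.80 (standard error 0.12) and -0.62 (standard error 0.10) and an adjusted p of 0.0245 each from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The largest decreases were those of Unc5b and Tanc2 (log2 fold change -1.54), the 2 genes with the lowest expression of the 12: their counts were 51 and 59 in the control libraries against 20 and 17 in the EGCG libraries for Unc5b, and 66 and 48 against 23 and 16 for Tanc2. Saa3 was not called in the main analysis (adjusted p of 0.0546 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed the threshold under most alternatives without a change of direction, for example with the length correction (adjusted p of 0.0311). Its adjusted p ran from 0.00782 to 0.562. By qRT-PCR, however, the paper reports significantly higher mRNA of Saa3, Fasn and Cish with EGCG, opposite to their fall in these counts. The qRT-PCR values were not used here, so this difference stays open. Part of the sequence of Cish (10.4% of its 31-base words) also occurs in transcripts of other genes.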

For the rest of the 12 genes, the RNA expression of eight genes did not change after treatment with EGCG (Figure S3), while four of them showed the opposite changes after EGCG treatments (Figure S4), when compared to the RNA-seq results.

Among the nine genes that showed consistent changes in both RNA-seq results and qRT-PCR results, *Cxcl3* and *Mmp12* have been reported to relate to the cell migration ability [35], survival/suppressive activity [36], and the accumulation of MDSCs [37] in different cancer models, while the functions of the other genes in MDSCs have not been reported yet. 

Next, to check the key pathways that EGCG restored in MDSCs, KEGG pathway analysis was further utilized to unveil the top down- or up-regulated pathways in MDSCs in the EGCG treatment group and healthy BALB/c mice, compared to the untreated tumor group. As shown in Figure 7E, transcriptional misregulation in cancer, FoxO signaling pathway, human T-cell leukemia virus 1 infection, NF-κB signaling pathways and oocyte meiosis were the top five up-regulated KEGG pathways in the EGCG treatment and healthy BALB/c groups. Moreover, the top five down-regulated pathways in the EGCG treatment and healthy BALB/c groups were pathways in cancer, PI3K-Akt signaling pathway, focal adhesion, ECM–receptor interaction and amoebiasis (Figure 7F).

## 4. Discussion

In the present study, we found that EGCG could effectively inhibit the growth of 4T1 breast cancer cells both *in vitro* and *in vivo.* However, the effective EGCG concentration *in vitro* is above 50 μg/mL, which cannot be reached in the plasma of mice/humans. This phenomenon has facilitated further studies of the impact of EGCG on MDSCs cells. It has been reported that EGCG inactivated the MDSCs in a previous neuroblastoma model by Santili et al. [12]. We further validated that EGCG could also significantly reduce the percentage of MDSCs in blood, spleen and tumor sites in 4T1 tumor-bearing mice model, suggesting that EGCG may play a similar impact on MDSCs across different types of tumors. Moreover, *in vitro* results indicated that EGCG significantly suppressed the survival of MDSCs and induced the apoptosis rate of MDSCs. We confirmed that EGCG could target canonical pathways in MDSCs, by decreasing the expression of phosphorylated STAT3 (pSTAT3) and NF-κB p65. Additionally, we further investigated the other non-canonical pathways and novel genes that EGCG regulated in MDSCs by RNA sequencing. The RNA-seq data showed that EGCG could target several novel pathways including ECM–receptor interaction, focal adhesion and the PI3K-Akt signaling pathway in MDSCs. Importantly, EGCG could restore the expression of nine key genes in MDSCs, which was validated by qRT-PCR. For seven out of nine genes, it was shown for the first time that EGCG could target these genes in MDSCs.

An array of evidence demonstrates that EGCG has an inhibitory ability on various types of tumors [1,3,4]. Our results further confirm the effective anti-tumor effect of EGCG in 4T1 breast tumor model both *in vitro* and *in vivo*. However, the molecular characteristics of EGCG (molecular weight 458 g/mol and eight phenolic groups in its chemical structure) limit its bioavailability according to Lipinski’s rule of five [38]. According to the previous studies, the maximum plasma concentration of EGCG in humans reached 7.5 μM (3.4 μg/mL) when treated by oral dose (equivalent 16.9 mg/kg) of EGCG [39]. When mice were treated with high oral doses (2000 mg/kg) of EGCG, peak plasma concentrations of ~9 μM (4.1 μg/mL) were observed [30]. Usually, the effective concentrations of EGCG acting against tumor *in vitro* were higher than 20 μM (9.2 μg/mL), as is also supported in our study (≥50 ug/mL) [40,41]. 

Regarding the 4T1 breast tumor model in the present study, our results suggested that the effective dose of EGCG was above 50 μg/mL *in vitro* (Figure 1), which is much higher than the effective concentration in plasma of mice or humans. Therefore, additional factors in the tumor microenvironment should be considered. MDSC-mediated immunosuppression is involved in initiation, growth and metastasis of various types of tumors including breast tumor, and MDSC is considered a promising target for tumor immunotherapy [42,43]. It was found that EGCG could attenuate MDSC-mediated immunosuppression in tumor-bearing mice by decreasing the accumulation of MDSCs in peripheral blood, spleen, and tumor tissues (Figure 2). Proportion of T cells (both CD4^+^ and CD8^+^ T cells), as the main targets of MDSCs, were increased accordingly with decreased MDSCs proportion (Figure 3). These results indicate that the anti-tumor immune response of tumor-bearing mice had been enhanced by EGCG, resulting in the inhibition of tumor growth. Similar effects of EGCG on MDSCs have also been reported in a neuroblastoma model [12].

Santili and colleagues used a commercial product called ‘polyphenon E’ to study the role of EGCG on MDSCs in this neuroblastoma model [12]. The equivalent dose of EGCG in their study was ~5–10 μg/mL *in vitro* and ~3000 mg/kg *in vivo*. Meanwhile, in this study, we used 0.5–5 μg/mL for the *in vitro* experiment and 250–2000 mg/kg for the *in vivo* experiment. Interestingly, we observed that effective EGCG concentration was around 0.5–5 μg/mL *in vitro* and around 500–1000 mg/kg *in vivo*. MDSCs were found to be very sensitive to EGCG treatment *in vitro*. EGCG significantly inhibited the growth of MDSCs at an extremely low concentration (0.5 μg/mL, approximately equivalent to 1 μM) (Figure 4); this concentration could be easily reached in the plasma of mice based on the previous literature [6,7,30]. These results suggest EGCG can efficiently suppress the growth and expansion of MDSCs (Figure 4 and Figure 5).

The EGCG dose we used in this study was slightly lower compared to the equivalent dose of EGCG used by Santili et al [12]. This may have several explanations. Firstly, the effective dose of EGCG in 4T1 tumor models may be lower than that of the neuroblastoma models. Secondly, as a commercial product, polyphenon E consists 53% epigallocatechin 3-gallate (EGCG), 9% epicatechin, 11% (-)-epigallocatechin, 5% epicatechin-3-gallate, and 5% (-)-gallocatechin gallate, which is a mixture of different catechins [12]. It was not clear whether the mixture of these compounds exhibited better bioactivities compared to a single EGCG treatment. Thirdly, Santili and colleagues did not mention whether they had tried lower concentrations of polyphenon E. Lower doses of EGCG might also work in the neuroblastoma model.

The canonical suppressive features of MDSCs are characterized by elevated levels of Arg-1 activity and iNOS, associated with increased production of NO and ROS in the supernatants, which contribute to the suppression of T-cell function [9,10]. In the present study, EGCG was demonstrated to target MDSCs by the canonical pathways, mainly through Arg-1/iNOS/Nox2 (*gp91* and *p47*)/ NF-κB /STAT3 signaling (Figure 6). In addition, MDSCs are one of the main host cells contributing to the immune suppressive microenvironment, where immunosuppression is mainly enhanced by cellular crosstalk mediated by cytokines [44]. EGCGs significantly suppress such crosstalk via inhibiting the expression of mediators in MDSCs (Figure 6). These results explain the observation that anti-tumor immunity was enhanced further by EGCG treatment in 4T1 tumor-bearing mice.

In addition to the canonical pathways, we further investigated the novel key genes and pathways that EGCG could potentially impact in MDSCs by RNA sequencing. We filtered the top 20 genes that EGCG were able to restore in MDSCs, and nine genes were further validated by qRT-PCR analysis. Among these, *Cxcl3* and *Mmp12* have been closely linked to the survival and function of MDSCs [35,36,37]. Versican, encoded by the *Vcan* gene, was reported to impact the accumulation of MDSCs, and silencing Versican promoted the anti-tumor efficacy of endostatin in a B16F1 melanoma tumor model [45]. However, the remaining six genes have not been linked to roles in MDSCs, which could suggest that they are potential novel targets in MDSCs by EGCG treatments.

*Col4a1* and *Col8a1* are collagen genes, which are highly related to collagen chain trimerization [46]. Intriguingly, our previous studies showed that EGCG treatment shared four common collagen-related genes *Col1a1*, *Col1a2*, *Col3a1* and *Col6a3* with atorvastatin treatment in non-alcoholic fatty liver diseases [47]. This may suggest a potential role of EGCG on the collagen–ECM–receptor interaction pathways across different diseases.

*Oasl2* is a gene involved in Interferon gamma (IFN-γ) signaling, cytokine signaling and PI3K-Akt signaling pathways [48]. *Oasl2* exhibits a key role in mediating interferon production and antiviral infection [49]; however, there is currently no evidence for its role in cancer. *Met* [50], *Itsn1* [51], and *Acot1* [52] all show a pivotal role in tumor development; however, the role of these genes in MDSCs is currently unknown. Further investigations of the key genes within these pathways are crucial to unveiling potential key targets for ECGC against MDSCs. 

Meanwhile, EGCG could down-regulate focal adhesion and ECM–receptor interaction in MDSCs (Figure 7). Focal adhesions act as the mechanical linkages to the ECM; therefore, EGCG may play a role in the interaction and structure between cells. 

Recently, immunotherapy has become a powerful clinical strategy for cancer therapy [53,54,55]. Levels of MDSCs, NO and ROS in the peripheral blood are critical biomarkers for monitoring the immune system response and the overall success of immunotherapy [56]. Pretreatment through the suppression of the immune system by neutralizing chronic inflammation and/or directly inhibiting MDSCs has been shown to increase the efficacy of immunotherapy [57]. Future studies may reveal if EGCG has a potential application as a MDSCs inhibitor for cancer adjuvant immunotherapy.

## 5. Conclusions

In conclusion, our results demonstrate that EGCG could impact the survival and apoptosis rate of MDSCs in a 4T1 breast cancer model. EGCG could not only target the canonical signaling pathways and reduce the production of related cytokines in MDSCs, but also affect some non-canonical signaling pathways such as ECM–receptor interaction and focal adhesion. Nine key genes that are restored by EGCG in MDSCs may provide new insight into the inhibitory effects of EGCG on MDSCs and the potential mechanism of action on MDSCs in the 4T1 breast cancer model.

## Figures and Tables

**Figure 1:**
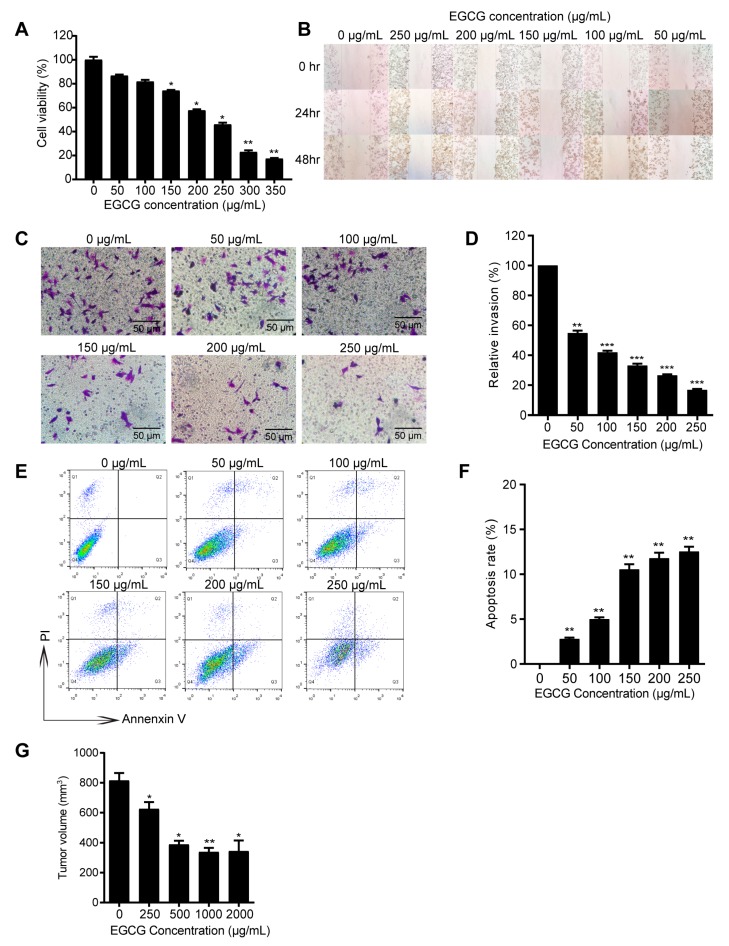
Inhibitory effect of epigallocatechin-3-gallate (EGCG) on 4T1 tumor cells *in vitro* and *in vivo* (**A**). The cell viability of 4T1 cells significantly decreased after 24-h treatments of EGCG (150–350 μg/mL) compared to the control group. (**B**). For wound healing assay, 4T1 cells were wounded by scratching and monitored over 24 and 48 h. (**C**). The invasion abilities of 4T1 cells were compared by different doses of EGCG treatments after 24 h. (**D**). The relative invasion ability of 4T1 cells was significantly decreased in EGCG treatment groups (50–250 μg/mL) compared to the control group. (**E**). Representative plots of apoptosis analysis by flow cytometry after 24-h treatment of EGCG. (**F**). Significantly higher apoptosis rate was observed in EGCG treatment groups (50–250 μg/mL) compared to the untreated group. (**G**). Tumor volumes in EGCG (250–2000 μg/mL) treatment groups were significantly reduced compared to the control group. In each group, the number of mice was 5. Data are presented as mean ± SEM. *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001.

**Figure 2:**
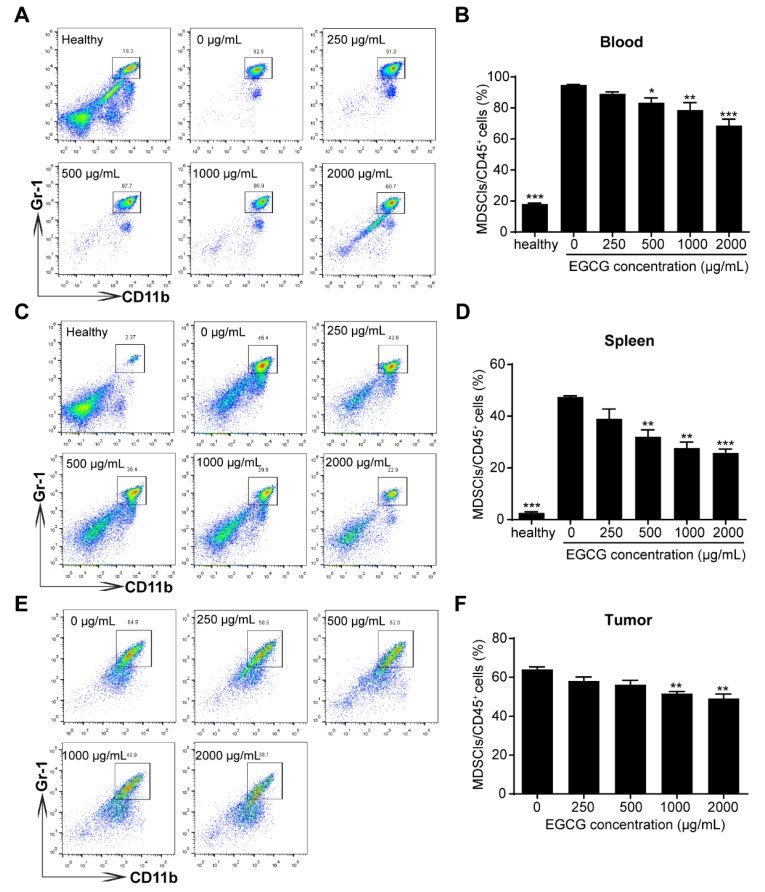
EGCG suppresses the accumulation of myeloid-derived suppressor cells (MDSCs) in the blood, spleen and tumor in 4T1 breast tumor-bearing mice. Decreased MDSC percentages in blood (**A**–**B**), spleens (**C**–**D**) and tumors (**E**–**F**) in mice (*n* = 5) were observed after treatments with different EGCG concentrations, which were analyzed by flow cytometry. The representative plots (left) and bar plots (right) are shown. Data are presented as mean ± SEM for 5 mice per group. *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001.

**Figure 3:**
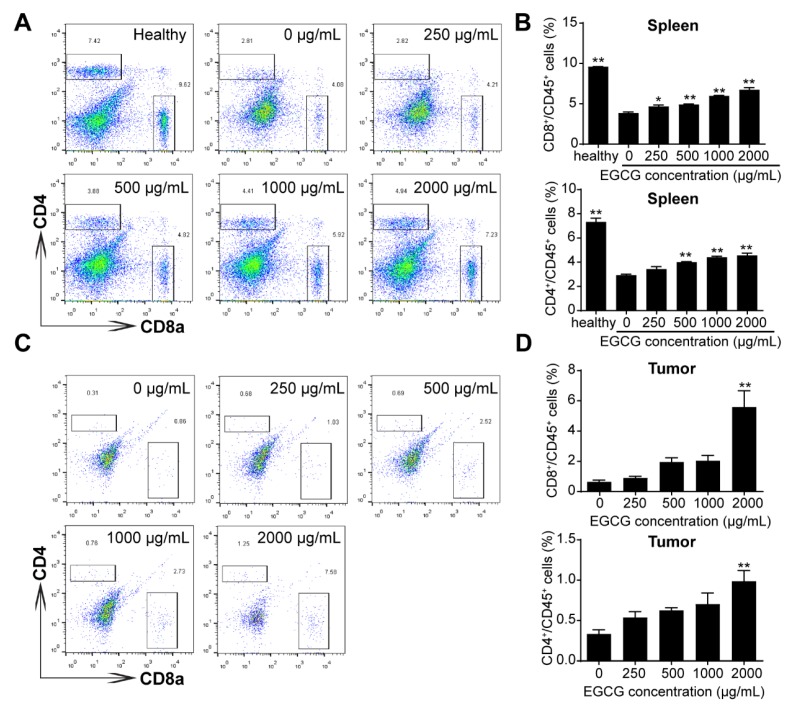
EGCG increases the proportion of CD4^+^ and CD8^+^ T cell in the spleen and tumor in 4T1 tumor-bearing mice. The percentages of CD4^+^ and CD8^+^ T cell of spleens (**A**–**B**) and tumors (**C**–**D)** from healthy and 4T1 tumor-bearing mice (*n* = 5) were analyzed by flow cytometry. The representative plots (left) and bar plots (right) are shown. Data are presented as mean ± SEM. *, *p* < 0.05; **, *p* < 0.01.

**Figure 4:**
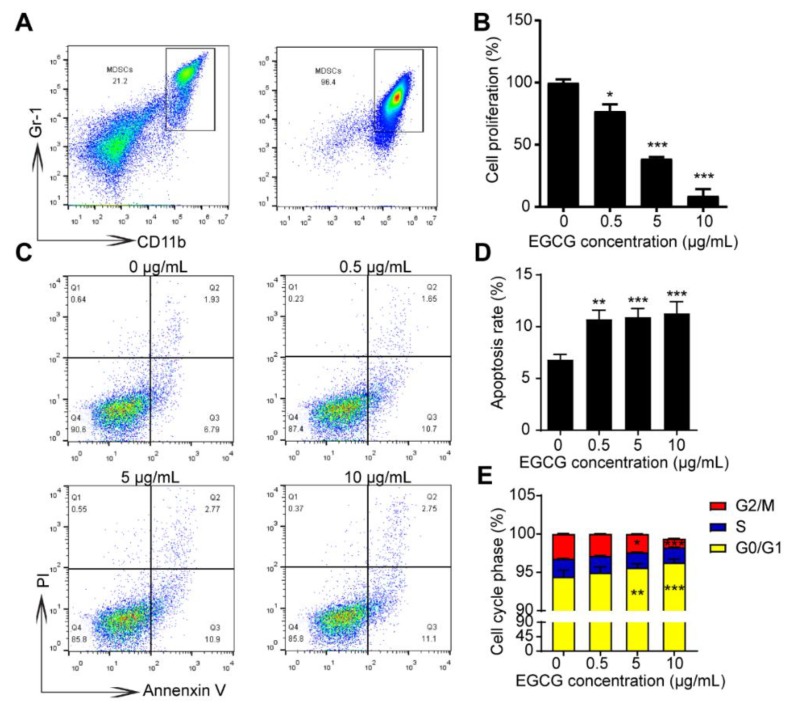
EGCG reduces cell viability and increases the apoptosis rate of MDSCs *in vitro*. (**A**) Representative plots showing the MDSCs from the spleen of 4T1 tumor-bearing mice before and after sorting. (**B**) The cell viability of MDSCs was significantly reduced by the indicated concentrations of EGCG for 6 h compared to control group. The effects of EGCG on the cell viability of MDSCs were assessed by CCK8 assay. (**C**) Apoptosis rate of MDSCs significantly increased after 6 h-EGCG treatment. Representative plots (**C**) and statistical charts (**D**) are shown. (**E**) Cell-cycle analysis of MDSCs after 6 h-EGCG treatment is shown. Data are presented as mean ± SEM. *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001.

**Figure 5:**
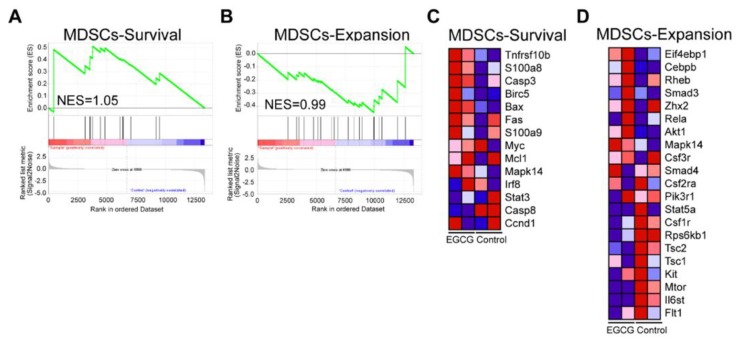
Gene set enrichment analysis (GSEA) results of MDSC survival and expansion gene sets after treatment of EGCG based on RNA-seq data. MDSC survival (**A**) and MDSC expansion gene sets (**B**) were enriched after 6 h-EGCG treatment. A heatmap of the key genes in MDSC survival (**C**) and MDSC expansion (**D**) is displayed. Red color indicates high expression and blue color indicates low expression.

**Figure 6:**
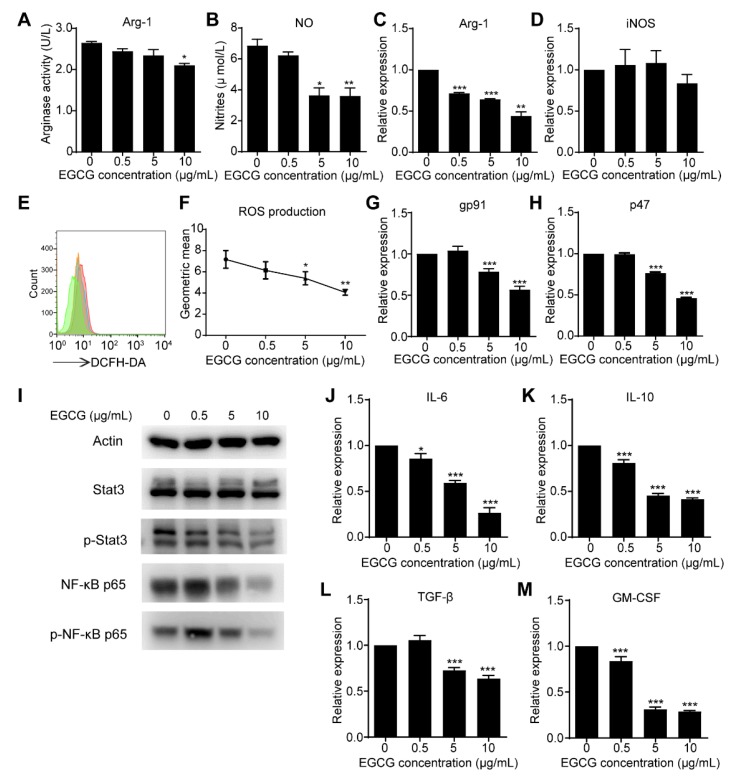
Inhibitory effects of EGCG on canonical pathways in MDSCs *in vitro*. Activity of Arg-1 (**A**) and concentration of NO (**B**) in supernatant significantly decreased in EGCG treatments compared to control group. (**C**) The mRNA levels of *Arg-1* were significantly reduced in MDSCs after EGCG treatment (**D**). No significant difference was found between EGCG and control groups on the mRNA levels of *iNOS.* (**E**,**F**) The production of ROS was reduced by EGCG treatments. (**G**,**H**) The mRNA levels of *p47-phox* and *gp91-phox* in MDSCs significantly decreased when treated with 5–10 μg/mL of EGCG. (**I**) The phosphorylated NF-κB and STAT3 were determined by Western blot. The mRNA levels of *IL-6* (**J**), *IL-10* (**K**), *TGF-β* **(**L**)**, *GM-CSF* (**M**) decreased in MDSCs after 6 h-EGCG treatment. Data are presented as mean ± SEM. *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001.

**Figure 7:**
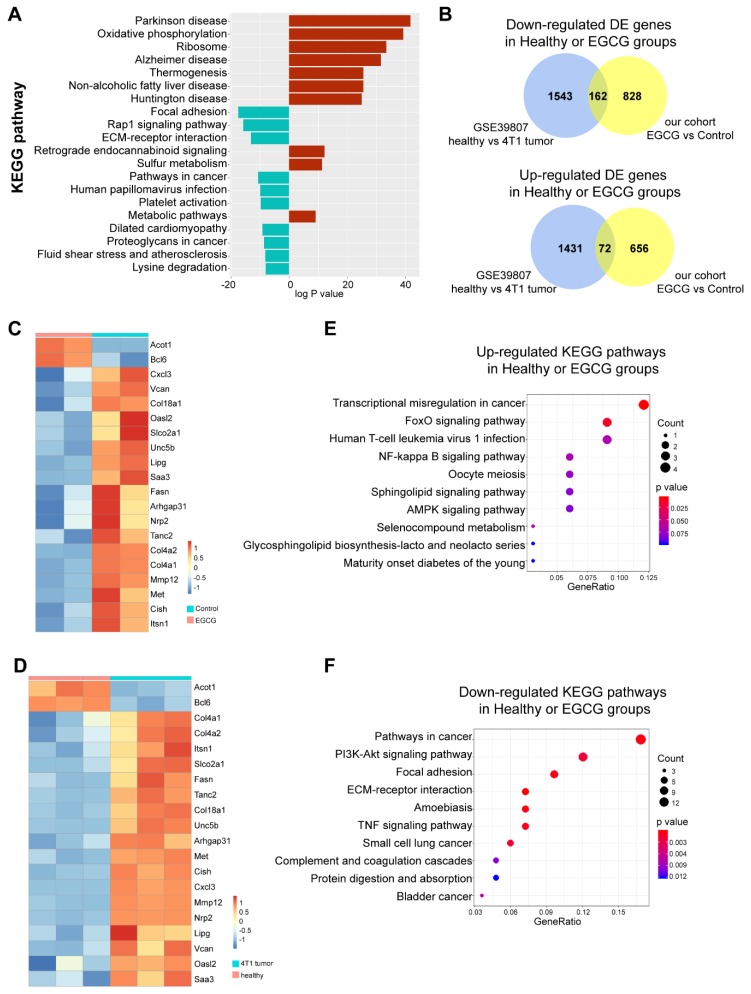
EGCG restores key genes and pathways in MDSCs. (**A**). Results from Kyoto Encyclopaedia of Genes and Genomes (KEGG) pathway analysis. The top 20 pathways up- (red color) and down-regulated (blue color) in EGCG treatment groups are shown. (**B**). Venn-diagrams of the up-regulated and down-regulated differential expressed (DE) genes in our cohort and GSE39807 are shown. The middle area showed the overlapping genes. (**C**,**D**). Expressions of 20 top overlapped DE genes are shown in the heatmap. Based on hierarchical clustering, a clear separation can be observed between Control and EGCG groups and between the 4T1 tumor-bearing mice and the healthy mice. (**E**,**F**). The top 10 up-/down-regulated KEGG pathways enriched in the shared DE genes are shown.

**Figure 8:**
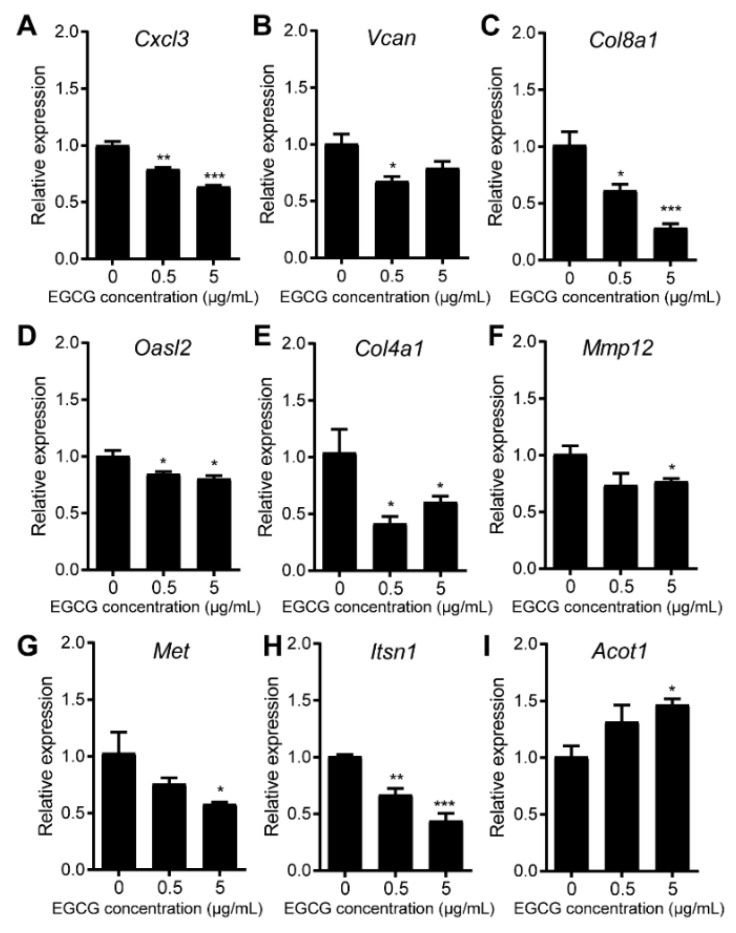
The mRNA expression changes in eight genes in MDSCs are validated by qRT-PCR. The relative mRNA expression of *Cxcl3* (**A**), *Vcan* (**B**), *Col8a1* (**C**), *Oasl2* (**D**), *Col4a1* (**E**), *Mmp12* (**F**), *Met* (**G**), *Itsn1* (**H**), and *Acot1* (**I**). MDSCs were treated with 0, 0.5 and 5 μg/mL of EGCG for 6 h. Data are presented as mean ± SEM. *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6643/12/4/1042/s1, Figure S1: The effects of EGCG on cell proliferation and apoptosis of 4T1 at low concentrations. Figure S2: The mRNA levels of *Nrf2*, *OH-1* and endogenous antioxidant enzymes in MDSCs. Figure S3: The mRNA expression of eight genes in MDSCs treated with EGCG (0.5 or 5 μg/mL) did not change when compared to control (0 μg/mL). Figure S4: The mRNA expression of *Saa3*, *Fasn* and *Cish* in MDSCs treated with EGCG (5 μg/mL) significantly increased when compared to control (0 μg/mL). Table S1: qRT-PCR primer sequences.

How the deposited data were processed for this re-analysis (not part of the article)

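RNA was sequenced from MDSCs sorted from the spleens of 4T1 tumor-bearing BALB/c mice and cultured for 6 h without EGCG (control replicates 1 and 2) or with 5 μg/mL EGCG (EGCG replicates 1 and 2). The authors aligned the reads with STAR to GRCm38, counted them per gene with featureCounts on Ensembl release 91 without regard to strand, and deposited the resulting whole-number counts, which were not normalized. All values in the file were whole numbers of 0 or more, there were 0 columns of other samples, and 0 lines named no gene. The 4 libraries were grouped by their labels.

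From the deposited counts, genes with too few reads were removed with edgeR's filterByExpr (minimum count of 10), library sizes were scaled by TMM, and EGCG was compared with control in edgeR 4.0.16 (quasi-likelihood test in its legacy form, without a block or robust estimation). P values were adjusted by the Benjamini-Hochberg method over the 14682 tested genes, and 0.05 was the threshold. The median total was 17870506.5 counts in the control libraries and 18241034.5 in the EGCG libraries. Genes with 3 counts or fewer in every library of a group were treated as lying at the floor. Gene positions, exonic lengths and GC contents came from GENCODE M21 (GRCm38), which held 53360 of the 53465 identifiers, and 16 tested genes had no length.

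The genes named in the text are those that the paper names, and up to 3 genes in each direction with the smallest adjusted p among those past the threshold with at least 10 counts in every library and with the EGCG libraries all on one side of the control libraries. Gene lists were written by hand: the survival and expansion gene sets, represented by the key genes in the paper's heatmaps, and the 20 top genes from the paper's figures, and ribosomal protein, respiratory chain, mitochondrially encoded, ECM-receptor, focal adhesion and Rap1 signaling genes by symbol. The 8 lists other than the top genes were tested with limma 3.58.1 (camera with an inter-gene correlation of 0.01), with adjustment over the 8 lists. The focal adhesion and Rap1 signaling lists share Rapgef1, Tln1, Tln2 and Vav3. Ccnd1 is in the survival and focal adhesion lists, and Mapk14 in the survival and expansion lists. Marker lists of 14 cell types, a list of MDSC function genes and a list of 34 interferon-stimulated genes were also used, the last written after the differentially expressed genes had been seen.

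GSEA was computed with signal-to-noise ranking of log2 CPM (prior count of 2), a weight of 1 and 10000 gene-set permutations. The differential expression test, the length correction and the GSEA calculation were first tested on simulated data. In a simulation with a length trend and no changed gene, the correction moved the Spearman correlation of fold change with length from -0.501 to -0.00845. The length correction fits log counts to log exonic length in each library (loess with a span of 0.4) and enters the model as an offset. Random lists (10000 draws) were matched to a gene list in 20 bins of length and 5 bins of expression. Sequence shared between genes was measured as the percent of the 31-base words of a gene's transcripts that occur in transcripts of other genes.

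The alternatives, chosen before the data were examined, were other filters, other scaling methods, edgeR's newer and robust fits, DESeq2 1.42.0, corrections for length and GC content, a block for the replicate number, a fold change threshold, other tests of gene lists, other GSEA settings, and leaving out each library in turn. With a library left out, a value was counted as moved when it changed by more than the pooled standard deviation of the left-out values, and a count when it changed by more than 1.5 times. Other tools were R 4.3.3, Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

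Since the counting ignored strand, reads in the overlap of genes on opposite strands are uncertain. For Col4a1 and Col4a2 this is the stretch of chromosome 8 from 11312805 to 11312826. For Stat3 and Stat5a it is the stretch of chromosome 11 from 100885098 to 100885169. The result of 1 gene of the survival gene set is not reported here, though the counts and the list tests include it. The microarray data, the KEGG tables, the qRT-PCR values and the reads themselves were not used, and the reference held transcripts but no genome sequence.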

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

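The test of shared sequence was chosen only after the result was seen, and the test of genomic DNA was chosen before.

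Gm10800 and Gm10801 are outside the genes that the paper discusses and rose above their level in the control libraries. The mean CPM of Gm10800 was 20.7-fold higher in the EGCG libraries (0.723 ± 0.481 in control and 15.0 ± 9.04 with EGCG; SD, n = 2). Gm10801 was at 0 in both control libraries and at least 9.23-fold higher with EGCG. Without EGCG replicate 2, Gm10800 was 11.9-fold and Gm10801 at least 5.31-fold higher, and without control replicate 2, Gm10800 was 39.1-fold higher. Gm10800 had a log2 fold change of 4.37 (standard error 0.46) and an adjusted p of 0.00249 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which was 0.272 with the robust fit and ran from 2.40e-07 to 0.525 over 10 alternatives. For Gm10801 the adjusted p was 0.0245 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in a range from 0.00217 to 0.562.

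Of the 31-base words of Gm10801, 29.3% also occur in Gm10800. A further 11 genes on chromosomes 9 and 14 share such words with Gm10800, and together they had counts of 4 and 3 in the control libraries and 37 and 85 in the EGCG libraries. Reads of 1 repeat that were counted on several genes are therefore a candidate explanation for the common rise, and it would not say why the repeat had more reads with EGCG. More genomic DNA in the EGCG libraries would raise reads on genes that are silent in myeloid cells. The 1963 olfactory and vomeronasal receptor genes had 207 and 211 reads in the control libraries and 228 and 320 in the EGCG libraries, or 1.32-fold. Genomic DNA and transcription of the repeat cannot be told apart, since the genome sequence, which holds the copy number of the repeat, was not used here. Library depth was alike in the groups and does not account for such folds. A response of the repeat to EGCG stays open and was not tested.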

How the results depend on the processing

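Apart from the unadjusted threshold, the filter on CPM and the list of interferon-stimulated genes, which were chosen after the values were seen, no test in this part was chosen only after a result was seen. Where a result changed, the cause was not tested.

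The main analysis called 20 lower and 2 higher genes, and 22 kept their direction with each library left out, which their selection fixed, since the groups did not overlap for any of them. The number of higher genes was 0 without a filter on low counts, 4 with at least 10 counts in every library, 16 with library size only, 6 with edgeR's newer fit, 14 with the robust fit, 9 with the GC correction and 14 with DESeq2's Wald test. The number of lower genes was 0 without a filter, 135 with library size only, 9 with upper-quartile scaling, 49 with the robust fit, 6 with the length correction, 44 with the GC correction, 50 with DESeq2 and 2 with an added log2 fold change over 1. Without a filter, 1018 lower and 777 higher genes had an unadjusted p under 0.05. In the alternatives added later, there were 1030 lower and 767 higher genes at an unadjusted p under 0.05, 991 and 703 with the CPM filter as well, and 20 and 1 with the CPM filter and the adjusted p. Of the 22 genes, 22 were shared with the calls under DESeq2's size factors, library size only, edgeR's newer fit and the GC correction, 20 with at least 10 counts, 19 with the robust fit, 18 with DESeq2's test, 11 with upper-quartile scaling and 7 with the length correction. The share of lower genes among those called was 90.9%, and 75% with the length correction. DESeq2 gave no adjusted p for 6832 genes and gave values for 54 of 71 named genes, and the stricter count filter gave values for 55 of 57.

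Of the 20 top genes, 6 were called, against 0 without a filter, 19 with library size only, 16 with the robust fit, 11 with the GC correction and 20 at an unadjusted p under 0.05. The survival NES was 1.68 when ranked by the signed square root of F and ran from -0.515 to 1.75 across the 4 fits that each left out a library; the expansion NES ran from -1.32 to -0.530.

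Under fry and with an estimated correlation, the medians are those of the main analysis and the p (adjusted over the 8 lists, and unadjusted for the interferon-stimulated genes) rose above 0.05 for the survival (0.074), ribosomal (0.14), respiratory chain (0.15), mitochondrially encoded (0.18), ECM-receptor (-0.25), Rap1 signaling (-0.081) and interferon-stimulated genes (-0.32). With the length correction, the survival median was 0.059, the mitochondrially encoded 0.062 and the Rap1 signaling -0.0046, each above the threshold. The focal adhesion median was -0.070 with library size only, past the threshold. With a library left out, the medians ran from 0.046 to 0.16 (survival), -0.020 to 0.0035 (expansion), 0.081 to 0.22 (ribosomal), 0.10 to 0.19 (respiratory chain), -0.026 to 0.31 (mitochondrially encoded), -0.30 to -0.19 (ECM-receptor), -0.051 to -0.024 (focal adhesion), -0.11 to -0.061 (Rap1 signaling) and -0.53 to -0.065 (interferon-stimulated).

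Genes with a fold change near 0 changed direction. With library size only, the log2 fold change was -0.020 for Irf8, -0.012 for Mapk14 and -0.023 for Csf3r. With the length correction it was 0.063 for Stat3, -0.014 for Myc, -0.016 for Csf3r and 0.042 for Pik3r1, and for Smad4 it was 0.0030 with upper-quartile scaling and 0.0018 with the GC correction. With a library left out, these survival genes changed direction: Mcl1 (-0.012 to 0.098), Ccnd1 (-0.53 to 0.39), Irf8 (-0.0091 to 0.040), Stat3 (-0.033 to 0.0066), Myc (-0.12 to 0.23) and Fas (-0.0025 to 0.28). Among expansion genes they were Csf3r (-0.0028 to 0.032), Kit (-0.26 to 0.034), Stat5a (-0.14 to 0.0086), Pik3r1 (-0.16 to 0.063), Zhx2 (-0.031 to 0.18), Smad4 (-0.040 to 0.030), Rela (-0.020 to 0.16) and Csf2ra (-0.15 to 0.016). Among other genes of MDSC function they were Il10 (-0.37 to 0.29), Nfe2l2 (-0.038 to 0.067), Cat (-0.00067 to 0.11), Tgfb1 (-0.21 to 0.060) and Nos2 (-0.36 to 0.38). Of the other results for single genes, 22 became weaker, 39 stronger and 31 moved.

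The control and EGCG libraries share replicate numbers. Across 14682 genes, the differences between replicates 1 and 2 had a Pearson correlation of 0.0336 between the groups. Libraries with the same number therefore shared little difference. Whether the numbers mark shared mice or a shared day stays unknown, since a pairing with a small effect would also give a low correlation. With a replicate block, 6 genes were higher and 24 lower; with the block and the length correction there were 5 and 18. With the block and the length correction, the median was 0.061 for the survival genes, 0.051 for the mitochondrially encoded genes and -0.0045 for the Rap1 signaling genes, and the log2 fold change was 0.063 for Stat3, -0.0065 for Myc, -0.016 for Csf3r and 0.038 for Pik3r1.

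With 2 libraries per group, the depth and number of libraries limit the detection of changes under 2-fold, and genes with a few counts, such as Col8a1, cannot be assessed.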

Differences from the paper's values

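The alternatives at an unadjusted p were chosen only after the results were seen.

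The Venn diagram of the paper holds about 990 genes lower with EGCG in Figure 7B, read by eye, against 20 here, and about 730 genes higher in Figure 7B, read by eye, against 2 here. None of the alternatives set before the data were examined closed these gaps; the nearest was library size only, with 135 lower and 16 higher genes. An unadjusted p under 0.05, chosen after seeing the values, gave 1030 lower and 767 higher genes. With a filter of more than 1 CPM in 2 libraries as well, also chosen after seeing the values, there were 991 lower and 703 higher genes.

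The paper counts the 20 top genes as differentially expressed, against 6 here. Of the alternatives set before the data were examined, library size only (19 genes, all but Bcl6) and the robust fit (16 genes, all but Arhgap31, Itsn1, Met and Nrp2) came within 1.5 times of the paper's 20, and the others did not. Genes not called in the main analysis were also called with at least 10 counts in every library (Col18a1, Saa3 and Unc5b), edgeR's newer fit (Col18a1 and Saa3), the length correction (Saa3), the GC correction (Cish, Col18a1, Fasn, Saa3 and Unc5b) and DESeq2's Wald test (Bcl6 and Saa3). The replicate block with the length correction called Bcl6, Cxcl3 and Saa3. At an unadjusted p under 0.05, chosen after seeing the values, all 20 passed.

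The paper's text gives the expansion gene set a positive NES, while the running sum in Figure 5B lies below 0 and the NES of the heatmap genes here was -0.866. Only the sizes of these values were compared, and the paper's gene sets can hold further genes that were not used here.

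The paper names Col8a1 among the genes measured by qRT-PCR, while its heatmap holds Col18a1. In the counts Col8a1 had 1 read in all libraries together, and Col18a1 had a log2 fold change of -1.08 (standard error 0.20, adjusted p of 0.0505 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper lists focal adhesion among the down-regulated pathways; the focal adhesion genes used here had a median log2 fold change of -0.03 and did not pass the threshold by camera, except with library size only (-0.07).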

Other observations

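The tests of the control libraries against each other, of endothelial, fibroblast and tumor cells, of Y genes in the counting, of female mice, of length for the survival, mitochondrially encoded and Rap1 signaling genes, and of other splits were chosen only after the results were seen.

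Long genes were lower with EGCG. Across 14655 genes, the Spearman correlation of the log2 fold change with exonic length was -0.285, and it was -0.460 across 8202 genes over 10 CPM. The median log2 fold change fell from 0.11 in 1665 genes of up to 1 kb to -0.11 in 2172 genes over 8 kb. The correlation with GC content was -0.00238. With exonic length held fixed, the correlation with the genomic span was -0.00393, which argues against slower transcription of long genes. The correlation of exonic length with the log2 ratio of control replicates 1 and 2 was 0.159, and for that of EGCG replicates 1 and 2 it was -0.0276. A length trend that arises between libraries without treatment and an effect of EGCG on long transcripts cannot be told apart with 2 libraries per group.

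The 20 lower genes had a median exonic length of 12995.5 bases, against 3814.5 for the tested genes, and 5 of the 20 were still called with the length correction. The length trend is therefore a candidate explanation for part of these calls. It may also account for the survival genes as a list, whose median was reached by 37.5% of random lists of matched length and expression, for the mitochondrially encoded genes (10.2%) and for the Rap1 signaling genes (22.9% as low). Of the random lists, 36.1% were as low as the focal adhesion genes and 10.4% as low as the expansion genes. Length did not account for all of the rise of the ribosomal protein genes (0.08% of random lists as high) or the respiratory chain genes (0.03%). The ECM-receptor genes had a median of -0.23 with the length correction, and 0 of 10000 random lists were as low. An effect of EGCG on these genes stays open as a hypothesis.

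Fewer endothelial cells in the EGCG libraries are a candidate explanation for the lower ECM-receptor genes. The median log2 fold change of 9 endothelial markers, none of them in the ECM-receptor list, was -0.65 (9 of 9 lower; -0.93 to -0.44 with a library left out), and 0.01% of random lists were as low. Their counts in control replicates 1 and 2 and EGCG replicates 1 and 2 were 126, 114, 59 and 72 for Cdh5, 111, 130, 55 and 88 for Kdr, 154, 170, 102 and 104 for Plvap, and 1826, 1984, 1583 and 1590 for Pecam1, which myeloid cells also express. Fibroblasts or tumor cells are unlikely, since Col1a1, Col1a2, Col3a1 and Krt8 had at most 14 counts in any library. Lower expression of these genes in the same cells with EGCG stays open, and so does a lower share of other cell types whose markers also fell, which was not tested.

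For the other marker lists, the median log2 fold change is given with its range with a library left out. It was 0.11 for neutrophils (0.01 to 0.17), 0.04 for neutrophil precursors (-0.03 to 0.10), -0.17 for monocytes (-0.32 to -0.10), -0.25 for macrophages (-0.41 to -0.10) and -0.13 for dendritic cells (-0.27 to -0.03). It was 0.12 for B cells (0.07 to 0.19), 0.14 for T cells (0.07 to 0.22), 0.31 for NK cells with 3 of 6 genes tested (0.06 to 0.48), 0.08 for erythroid cells (-0.07 to 0.17) and -0.11 for megakaryocytes and platelets (-0.25 to 0.15). It was -0.56 for fibroblasts with 2 of 10 genes tested (-0.90 to -0.04), 0.22 for epithelial and tumor cells with 4 of 8 tested (0.02 to 0.36), and -0.12 for eosinophils and basophils (-0.28 to -0.05). Of the random lists of matched length and expression, 0 of 10000 were as low as the macrophage markers (8 of 8 lower). The share was 0.12% for the monocyte markers and 0.01% for the eosinophil and basophil markers. By this measure, the endothelial markers were not alone in their fall. The unadjusted p by fry was 0.192 (macrophage), 0.143 (monocyte) and 0.296 (eosinophil and basophil), against 0.0659 for the endothelial markers. By camera with an estimated correlation, it was 0.148, 0.168 and 0.301, against 0.0746. Neither of these tests therefore called the fall of these lists. For 13 of the 14 marker lists, leaving out a library moved the median by more than 1.5 times or changed its sign.

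Oas2, Oasl2 and Helz2 among the lower genes led to a list of 34 interferon-stimulated genes, written after they had been seen and holding none of the 22 differentially expressed genes. All 34 were lower with EGCG, with a median log2 fold change of -0.32. It was -0.33 with the length correction, so the length trend does not account for it. Without control replicate 2 the median was -0.065, without EGCG replicate 1 it was -0.19, and without control replicate 1 it was -0.53. A lower interferon response to EGCG and a difference of control replicate 2 alone cannot be told apart, since the size of the change rests on that library.

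The paper states that the mice were male. Ddx3y, Kdm5d, Eif2s3y and Uty had 0 reads in every library, and so did all 183 protein-coding genes of chromosome Y. Y genes were not left out of the counting, as 4 of them, all pseudogenes, had reads. Depth does not account for it, as Eif2s3x, the X copy of Eif2s3y, had at least 405 counts in each library. Xist, which cells of female mice express, had 5671, 4718, 4390 and 3093 counts. Together these counts argue against male mice as the source of any of the libraries, and cells of female mice are the explanation that remains.

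Of 16 genes of MDSC function that were tested, 7 were higher and 9 lower with EGCG, 0 had an adjusted p under 0.05 and 2 had an unadjusted p under 0.05. The log2 fold changes ran from -0.72 for Arg1 to 0.15 for Sod1. For Arg1 the standard error was 0.15, with an adjusted p of 0.0769 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and without control replicate 1 the log2 fold change was -0.38. By qRT-PCR, the paper reports lower mRNA of p47-phox (Ncf1) and gp91-phox (Cybb) at 5 μg/mL EGCG. In these libraries the log2 fold change was 0.07 (standard error 0.08) for Ncf1 and -0.02 (0.08) for Cybb. A fall of these 2 genes was therefore not seen here. Of the cytokines that the paper reports as lower, Il6 had -0.25 (0.16), Il10 -0.08 (0.42) and Tgfb1 -0.07 (0.09). Csf2 had 9, 9, 4 and 9 counts and was not tested. Gstp1 and Sod2 share 38.5% and 26.7% of their 31-base words with other genes and are uncertain.

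Of the 3 splits of the libraries into 2 against 2, 1 gave as many genes with an adjusted p under 0.05 as the split of EGCG against control, namely that split itself. The other splits gave 0 genes each, with 400 and 379 at an unadjusted p under 0.05 against 1797. With 3 splits, a treatment effect and a grouping by chance cannot be told apart by this count.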
